A study of Homo sapiens with 12 samples. Its data were reported in "VGLL2 and TEAD1 fusion proteins identified in human sarcoma drive YAP/TAZ-independent tumorigenesis by engaging EP300" (2025).

How the data were processed

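HEK293T cells were transfected with the empty vector pcDNA3.1 or with a plasmid for VGLL2-NCOA2, TEAD1-NCOA2 or YAP5SA, and RNA was sequenced from 3 libraries in each of the 4 groups. Total RNA was purified on silica columns, and polyadenylated RNA was made into libraries with a SMARTER mRNA-Seq kit and sequenced from both ends. Libraries were grouped by the labels alone. The study processed the replicates of a group independently, but whether they came from separate transfections is not stated. The p-values then measure only the spread between these libraries, which may be technical.

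The authors deposited FPKM values per gene and library, with gene identifiers, coordinates, strand, biotype and gene length, as 4 tables with 1 table per group. The aligner, the counting tool, its strand setting and the scaling are not given in the sources used here. The submitters' processing notes name the mouse builds GRCm38 and mm10. The identifiers and coordinates are human, and all 58735 genes matched the start and end of GENCODE release 29 on the human genome. 12 gene symbols had been turned into dates by a spreadsheet, and these genes were matched by identifier. GC content was computed from the reference sequence for 58676 genes. The tables may have been normalized separately, and FPKM levels set side by side across groups carry that limit. Multiplying FPKM by gene length gave whole multiples of 1 step per library in the control, VGLL2-NCOA2 and TEAD1-NCOA2 tables, so whole fragments could be recovered there. The check covered values of up to 20 fragments with a tolerance of 0.05 fragments. The YAP5SA values were not whole, and how they were scaled or estimated is unknown. The step did not follow the sum of recovered fragments in the same way in each library, and the divisor the authors used is unknown.

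Genes with at least 1 FPKM in at least 3 of the 12 libraries were tested, 15954 in all. Values were taken as log2(FPKM + 1) and fitted in limma 3.58.1 (lmFit, eBayes with trend) with group means over all libraries and no replicate block. P-values were 2-sided and adjusted by the Benjamini-Hochberg method within a comparison. A gene was called at an adjusted p under 0.05 with a log2 difference over 1 in either direction. The log2(FPKM + 1) scale understates the change of genes with low values. The design had foreseen a count test if counts were present. The unit is FPKM, so limma on log values was the main test, and limma-voom on recovered fragments an alternative for 3 comparisons. The transfected genes were also compared by a 2-sided exact permutation test of mean FPKM. Where a gene was listed at 0 in a library of a group, the value of each library is given, because genes at 0 in these tables can be failed estimates.

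Gene lists were fixed before the data were examined, as were the tests, the thresholds, the alternatives and the rule for named genes. The first lines of the study's supplement on TEAD1-NCOA2 had been seen by then. The 28 lists were a TEAD target signature, the TEAD genes named by the study, Hippo pathway components, AP-1 factors, SRF and cytoskeletal genes, extracellular matrix genes, skeletal muscle genes, cell cycle genes, cAMP-CREB response genes, NCOA and acetyltransferase genes, neuronal genes, and TGF-beta, Wnt, Notch, p53, interferon and NF-kB response genes. The others were glycolysis, cholesterol synthesis, endoplasmic reticulum stress, heat shock, epithelial, fibroblast and mesenchymal, leukocyte, endothelial, ribosomal protein, nuclear respiratory chain and mitochondrially encoded genes. Lists were tested with camera of limma at an inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. Members adjusted over the list alone are those with an adjusted p under 0.05 when only the list is adjusted, with no threshold on the difference. The epithelial, fibroblast, leukocyte, endothelial, muscle and neuronal lists also stand for other cell types.

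Named genes were the 4 transfected genes and the 4 TEAD genes of the study. Against control, the 10 largest increases and 10 largest decreases among called genes were added, and between plasmids the 6 highest and 6 lowest. These had a mean of at least 5 FPKM in the higher group, and the 3 libraries of 1 group all lay on the same side of the other 3. From each list up to 4 called members with the largest difference were named, or the 2 most abundant if none was called. The rule excluded non-coding RNAs by their names, and the names let some through. A requirement of a protein-coding biotype was added after the values were seen and removed 27 of 96 names. A few genes that met these rules are not reported here, and they stayed in the tests and counts. Reads of near-identical copies cannot be assigned with certainty, which touches ANKRD18B, KRTAP19-1 and the genes of ribosomal proteins and mitochondria with their pseudogenes. Overlapping and antisense genes cannot be told apart without a known strand setting.

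Libraries were compared by Euclidean distance and complete-linkage clustering of the tested genes. Overlaps and correlations between comparisons share the control libraries. For this, 50 sets were simulated in which all 4 groups, control included, were drawn around the control mean. Each gene was drawn independently with the spread of its group. The spread of a correlation is a jackknife standard error. The correction for gene length and GC content removed natural spline trends of 5 degrees of freedom from each library. The alternatives were a pseudocount of 0.1, no filter on low values, a minimum of 5 FPKM, quantile normalization, median-of-ratios scaling, TPM without the transfected and mitochondrial genes in the total, fits of the compared groups alone, array weights, unadjusted p-values, each library left out in turn, a replicate block, and the length and GC correction with and without the block. Limma-voom on recovered fragments, the fit without control replicate 3 and YAP5SA replicate 3, and the TEAD target signature without the study genes were chosen after seeing the data.

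The steps were tested on simulated data with 100 of 15954 genes changed by 1.5 and another 100 by 3 on the log2 scale. The changed genes were drawn from the more abundant ones, and each gene had the same spread in all groups. Recovery of genes with low values was therefore not tested. The test recovered 89% and 100% of them for VGLL2-NCOA2 against control, 95% and 96% for TEAD1-NCOA2 against control, 92% and 98% for YAP5SA against control, 86% and 99% for VGLL2-NCOA2 against YAP5SA, 93% and 99% for TEAD1-NCOA2 against YAP5SA, and 92% and 99% for VGLL2-NCOA2 against TEAD1-NCOA2. Between 0 and 4 unchanged genes were called. In VGLL2-NCOA2 against control, camera called 1 of 1 shifted list and 1 of 20 unchanged lists. These lists held random genes drawn independently, so their members were not correlated. The estimated correlation of the real ribosomal protein list was 0.936. False calls of lists with correlated members were therefore not tested. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used.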

Results

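RNA sequencing measured the transcriptome of HEK293T cells, a human embryonic kidney line that carries the large T antigen of the SV40 virus. The cells were transfected with 1 of 4 plasmids. VGLL2-NCOA2 joins VGLL2, a cofactor of the TEAD transcription factors, to NCOA2, a coactivator of nuclear receptors. TEAD1-NCOA2 joins TEAD1, which binds DNA, to the same coactivator. YAP5SA is a form of the Hippo pathway effector YAP that its inhibitory kinases cannot phosphorylate, and the control was the empty vector. Each group had 3 libraries. The values were FPKM, fragments scaled to gene length and library size. Levels are given as mean ± SD in FPKM with n = 3 libraries per group. Differences are on the log2(FPKM + 1) scale ± the standard error from limma, with Benjamini-Hochberg adjusted p-values.

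The depth could be read from the values of 9 libraries. Low values of the control, VGLL2-NCOA2 and TEAD1-NCOA2 libraries were whole numbers of fragments within 0.05 fragments in 100% of cases. These libraries held 14140996 to 15559838 fragments assigned to genes. By the step of each library, 1 FPKM of a gene of 1 kilobase stood for 12.5 to 16.7 fragments, which did not follow these totals. In the YAP5SA libraries only 20.6 to 22.4% of low values were whole, where 10% would be by chance, and their depth is unknown. FPKM multiplied by gene length was summed over all genes of the mitochondrial chromosome. Their share of the total was 11.1 ± 1.35% in control, 6.39 ± 0.195% with VGLL2-NCOA2, 7.95 ± 1.80% with TEAD1-NCOA2 and 4.01 ± 0.556% with YAP5SA. The number of genes above 0 was 22391 ± 1456, 26152 ± 158, 24860.0 ± 440 and 31058 ± 144 in the same order.

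The transfected genes checked the labels. VGLL2 (ENSG00000170162, chromosome 6, 117265558 to 117273565) was 257 ± 11.4 with VGLL2-NCOA2 and 1.41 ± 0.286 in control (6.75 ± 1.20, limma adjusted p = 0.000862). NCOA2 (ENSG00000140396, chromosome 8, 70109762 to 70403805) was 613 ± 7.00 with VGLL2-NCOA2 and 259 ± 17.9 with TEAD1-NCOA2 against 1.94 ± 0.571 in control (log2 differences 7.72 ± 1.47 and 6.48 ± 1.47, limma adjusted p = 0.00134 and 0.00438). TEAD1 (ENSG00000187079, chromosome 11, 12674591 to 12944483) rose from 3.23 ± 0.284 to 52.9 ± 4.53 with TEAD1-NCOA2 (3.67 ± 0.11, limma adjusted p = 2.50e-08). It also rose with VGLL2-NCOA2 to 11.7 ± 0.474 (1.59 ± 0.11, limma adjusted p = 7.68e-06) and with YAP5SA to 13.3 ± 2.03 (1.75 ± 0.11, limma adjusted p = 8.60e-07). YAP1 (ENSG00000137693, chromosome 11, 102110461 to 102233423) rose from 5.33 ± 1.06 to 4354 ± 1264 with YAP5SA (9.40 ± 0.18, limma adjusted p = 6.97e-10), and was not called with VGLL2-NCOA2 (7.36 ± 0.165) or TEAD1-NCOA2 (8.37 ± 0.122). The 2-sided exact permutation p was 0.1 for VGLL2, NCOA2, TEAD1 and YAP1 with their own plasmids, the smallest that 3 libraries against 3 allow. 1 library stood apart: VGLL2 was listed at 0, 0, 54.4 and NCOA2 at 0, 0, 141 in the YAP5SA libraries (exact p = 1 for both against control). A 0 in this table may be a failed estimate, so it does not show absence. Without YAP5SA replicate 3 the log2 difference of these genes between YAP5SA and control turned to -1.26 for VGLL2 and -1.54 for NCOA2. VGLL2 with TEAD1-NCOA2 was 0.242 ± 0.185 and was not called (limma adjusted p = 0.533). All libraries share 1 estimate of spread per gene. The standard errors and limma p-values of VGLL2 and NCOA2 therefore include the uneven YAP5SA libraries in every comparison. They do not measure the spread of the compared groups alone. Fragments of a plasmid and of the endogenous gene cannot be told apart in these values.

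**Figure D1:**
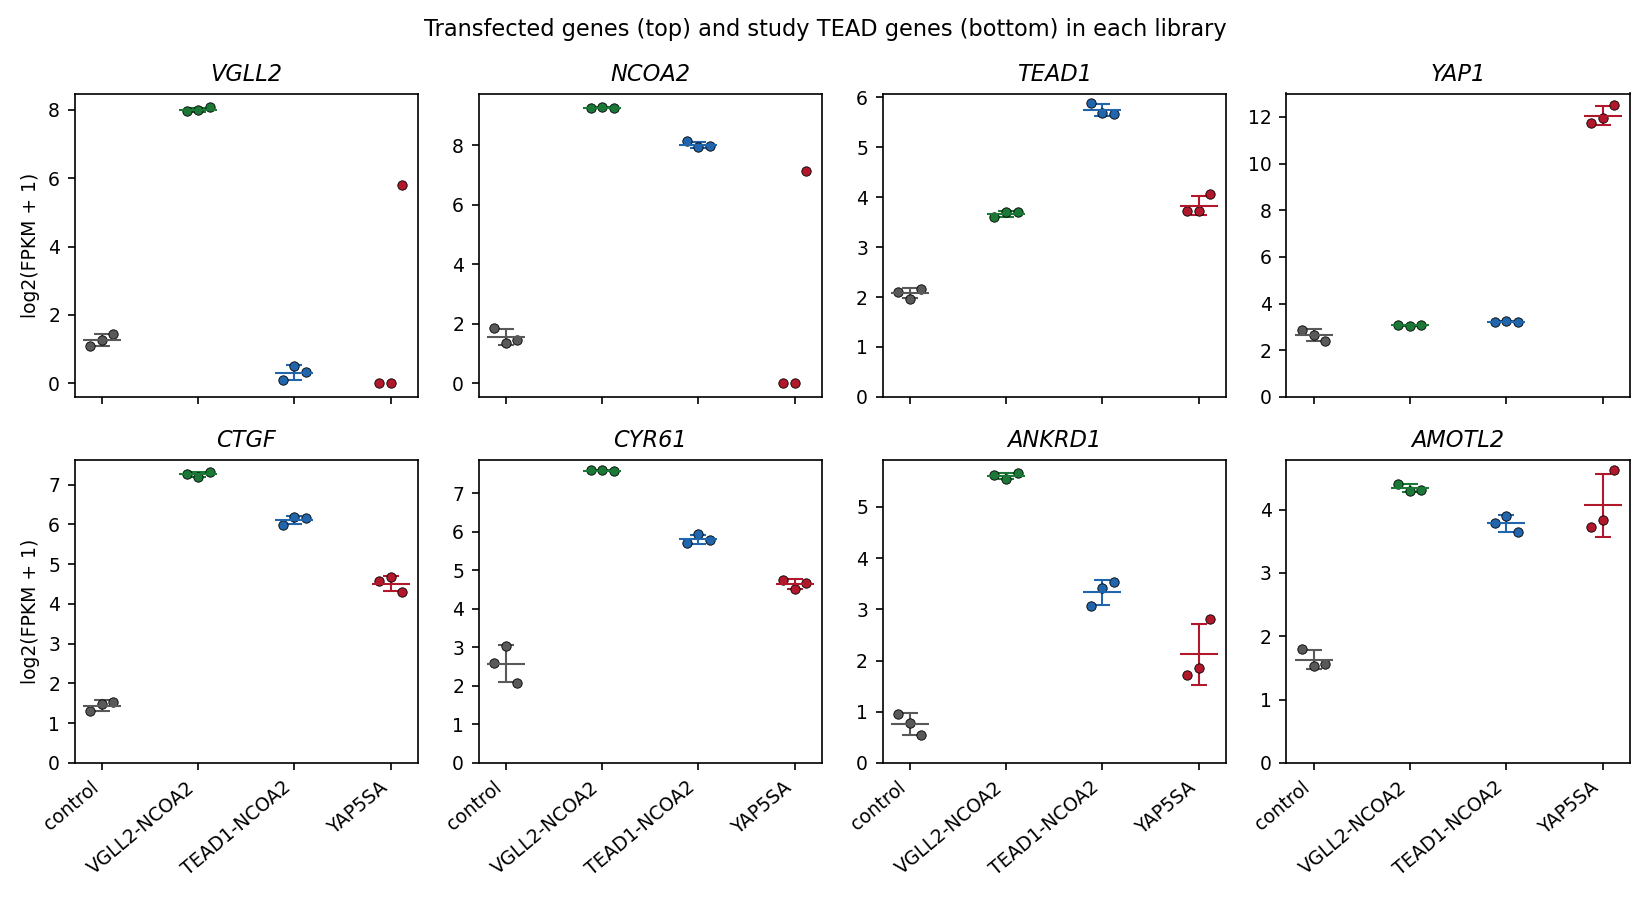
Level of the 4 transfected genes and of 4 TEAD target genes, as log2(FPKM + 1) on the vertical axis for each group on the horizontal axis, with points for libraries, bars for the mean and error bars for the SD of the log2 values (no bar where a library is listed at 0). CTGF, CYR61 and ANKRD1 stand highest with VGLL2-NCOA2, at means of 152, 191 and 47.7 FPKM, and VGLL2 and NCOA2 are listed above 0 in 1 YAP5SA library.

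How the libraries group was asked next, since in the study the fusions clustered together and appeared distinct from YAP5SA. The study showed a heatmap of significantly regulated core genes, whereas all tested genes were used here. Over the 15954 genes tested, libraries of VGLL2-NCOA2 and TEAD1-NCOA2 lay closer to each other (Euclidean distance 61.3 ± 2.77 over 9 pairs) than either lay to YAP5SA (77.8 ± 12.04 and 82.4 ± 11.99). The distance from control was 97.7 ± 9.28 for VGLL2-NCOA2, 91.2 ± 10.7 for TEAD1-NCOA2 and 118 ± 18.5 for YAP5SA. Complete-linkage clustering joined the fusions at 65.3, YAP5SA to them at 100.6 and control to the rest at 148. Distances within a group were 41.3 ± 0.445 and 36.6 ± 3.27 for the fusions, and 62.4 ± 18.5 and 64.0 ± 24.0 for control and YAP5SA. Control replicate 3 and YAP5SA replicate 3 stood apart from the others of their groups, with mean correlations of 0.947 and 0.915 to them. Without YAP5SA replicate 3 the distances of VGLL2-NCOA2 and TEAD1-NCOA2 to YAP5SA were 69.8 and 74.8. These distances are descriptions without a test. The YAP5SA values differ in kind from those of the other groups. How far this adds to the distances from YAP5SA cannot be told.

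The comparison of VGLL2-NCOA2 with control asks which genes the fusion changes. Among protein-coding genes at 5 FPKM or more, the 4 TEAD target genes that the study names rose most after the transfected genes. CTGF (ENSG00000118523, chromosome 6, 131948176 to 131951373), which codes for a secreted matricellular protein, rose from 1.73 ± 0.236 to 152 ± 7.40 (5.81 ± 0.11, limma adjusted p = 7.16e-10). CYR61 (ENSG00000142871, chromosome 1, 85580761 to 85583962), of the same protein family, rose from 5.17 ± 1.97 to 191 ± 1.10 (5.01 ± 0.19, limma adjusted p = 3.00e-07). ANKRD1 (ENSG00000148677, chromosome 10, 90912096 to 90921276), an ankyrin repeat protein of muscle, rose from 0.706 ± 0.244 to 47.7 ± 2.08 (4.84 ± 0.25, limma adjusted p = 2.68e-06). AMOTL2 (ENSG00000114019, chromosome 3, 134355874 to 134375479), an angiomotin family protein that binds YAP, rose from 2.11 ± 0.338 to 19.2 ± 0.905 (2.71 ± 0.20, limma adjusted p = 9.19e-06). Next came NCR3LG1, a ligand of a natural killer cell receptor (12.2 against 1.18, 2.64) and the small GTPase gene RAB39A (8.46 against 0.7503, 2.52). They were followed by KLHL11, an adaptor of a ubiquitin ligase (9.34 against 1.11, 2.36), and POMK, a kinase that modifies dystroglycan (7.05 against 0.660, 2.30).

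Among the largest decreases with VGLL2-NCOA2, G0S2, an inhibitor of triglyceride lipase, fell from 67.2 ± 7.16 to 5.81 ± 1.14 (-3.33 ± 0.26, limma adjusted p = 1.12e-05). The Notch target HES5 fell from 15.3 ± 3.07 to 1.29 ± 0.240 (-2.82), the homeobox gene UNCX from 33.6 ± 2.08 to 4.44 ± 0.540 (-2.67) and HAND1, a factor of heart development, from 39.3 ± 6.16 to 7.53 ± 1.25 (-2.24). JUN, a subunit of AP-1, fell from 405 ± 34.9 to 85.5 ± 1.61 (-2.23). KRTAP19-1 and C11orf96 fell as well (log2 differences -2.88 and -2.76). The translation factor gene EIF5B and ANKRD18B were called too, with one high control library, replicate 3. The controls were 57.4, 76.6, 429.6 and 5.29, 9.87, 60.2, and without that library the log2 differences moved from -2.31 to -1.41 and from -2.25 to -1.29. ANKRD18B was not called in a fit of the compared groups alone (limma adjusted p = 0.0563). In all, 1005 genes rose and 802 fell of 15954 tested, and the median log2 difference of all genes was 0.01. This balance depends on the scale and the filter, with 3649 higher and 346 lower on the TPM scale (median 0.42) and 524 higher and 650.0 lower at a minimum of 5 FPKM. The differences also followed gene properties, with a Spearman correlation across 12016 protein-coding genes of -0.478 with GC content and 0.484 with gene length. After a correction for both, 691 genes rose and 448 fell, of which 829 had also been called without it.

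Among the gene lists, TEAD targets and Hippo components rose with VGLL2-NCOA2. AMOTL2, LATS2 and PTPN14 belong to both the TEAD target signature and the Hippo components. The calls of these lists are therefore not independent in any comparison, and the Hippo list was not retested without the shared genes. Of 16 measured genes of the TEAD target signature, 7 rose and 1 fell (12 higher and 1 lower adjusted over the list alone), and the list rose (median log2 difference 0.60, camera adjusted p = 0.000309, adjusted p = 0.0299 with an estimated correlation). Its member that fell was FOXF2, a forkhead factor named after its values were seen (9.49 against 22.2, -1.15, and -0.51 after the length and GC correction). All 4 TEAD genes named by the study rose (median log2 difference 4.93, camera adjusted p = 0.000309, adjusted p = 0.0299 with an estimated correlation). The study names them as known TEAD targets that its plasmids induced in these samples, and it also measured CTGF, CYR61 and ANKRD1 by RT-qPCR. The 4 genes are therefore not independent evidence of direction here. They are 4 of the 7 signature genes that rose, and the signature without them passed at an adjusted p of 0.0350 (3 of 12 rose and 1 fell, median log2 difference 0.50, adjusted p = 0.235 with an estimated correlation), a test chosen after the values were seen. Of 32 Hippo pathway components, 7 rose (19 higher and 4 lower adjusted over the list alone), with WWC2 at 11.2 against 2.36, the kinase LATS2 at 6.77 against 1.74 and the protocadherin FAT1 at 7.00 against 1.86 (median log2 difference 0.40, camera adjusted p = 0.00320, adjusted p = 0.604 with an estimated correlation). Extracellular matrix genes rose too as a list, a call that several alternatives given below ended. Of 18 measured, 4 rose (10 higher and 3 lower adjusted over the list alone), among them SPARC, a collagen-binding protein (5.78 against 1.10), and the collagen COL12A1 (2.35 against 0.0851) (median log2 difference 0.50, camera adjusted p = 0.0218, adjusted p = 0.671 with an estimated correlation). Of 9 interferon response genes, 2 rose (5 higher adjusted over the list alone), among them IFIT1, an antiviral protein (4.15 against 0.747) (median log2 difference 0.65, camera adjusted p = 0.0162, adjusted p = 0.174 with an estimated correlation).

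Other lists fell with VGLL2-NCOA2. Of 12 AP-1 factors, 3 fell (1 higher and 9 lower adjusted over the list alone): JUN, JUND (-2.01) and MAF (-1.12) (median log2 difference -0.66, camera adjusted p = 0.00732, adjusted p = 0.308 with an estimated correlation). Of 8 neuronal genes, 3 fell (1 higher and 5 lower adjusted over the list alone): the neurofilament genes NEFL (16.5 against 45.0) and NEFM (42.0 against 94.6, -0.61 with quantile normalization), and GAP43 of growing axons (-1.07, and -0.97 and -0.99 without control replicate 2 or VGLL2-NCOA2 replicate 1) (median log2 difference -0.41, camera adjusted p = 0.0218, adjusted p = 0.179 with an estimated correlation). Of 21 glycolysis genes, 3 fell (3 higher and 14 lower adjusted over the list alone), led by TXNIP, an inhibitor of glucose uptake (25.3 against 109) and GAPDH (-1.32, and -0.49 with quantile normalization or -0.83 after the length and GC correction) (median log2 difference -0.48, camera adjusted p = 0.0136, adjusted p = 0.671 with an estimated correlation). Of 16 genes of endoplasmic reticulum stress, 1 rose and 4 fell (2 higher and 10 lower adjusted over the list alone), led by the pseudokinase TRIB3 (9.01 against 38.3) and CHAC1, which degrades glutathione (-1.41, and -0.82 after the length and GC correction) (median log2 difference -0.52, camera adjusted p = 0.0182, adjusted p = 0.671 with an estimated correlation). The member that rose was ASNS, asparagine synthetase, named after its values were seen (1.07, and 0.98 without control replicate 2). Ribosomal protein genes fell (median log2 difference -0.93, camera adjusted p = 0.000309, adjusted p = 0.671 with an estimated correlation), as did nuclear genes of the respiratory chain (median log2 difference -0.59, camera adjusted p = 0.00732, adjusted p = 0.671 with an estimated correlation) and mitochondrially encoded genes (median log2 difference -0.89, camera adjusted p = 0.0249, adjusted p = 0.671 with an estimated correlation). Of 32 ribosomal protein genes 10 fell (17 lower adjusted over the list alone), of 24 respiratory chain genes 1 fell (11 lower adjusted over the list alone) and of 13 mitochondrially encoded genes 3 fell (5 lower adjusted over the list alone). The share of FPKM times gene length on all genes of the mitochondrial chromosome was 6.39% against 11.1% in control. Quantile normalization ended the calls of ribosomal (adjusted p = 0.933), respiratory chain (0.395), glycolysis (0.907), endoplasmic reticulum stress (0.595) and matrix genes (0.0558), and turned the direction of the mitochondrially encoded list (0.435). The call of that list was also lost without control replicate 1 (0.0622), control replicate 2 (0.0743) or VGLL2-NCOA2 replicate 1 (0.0515). An FPKM minimum of 5 ended the calls of AP-1, matrix, neuronal, glycolysis, endoplasmic reticulum stress, interferon, respiratory chain and mitochondrially encoded genes (adjusted p from 0.0571 to 0.103). The length and GC correction ended those of AP-1 (0.086), matrix (0.086) and endoplasmic reticulum stress genes (0.0955), and the fit without control replicate 3 and YAP5SA replicate 3 those of matrix (0.0631) and neuronal genes (0.0766).

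The other 16 lists were not called with VGLL2-NCOA2 (camera adjusted p from 0.142 to 0.988). Of the Notch response genes, the targets HES5, HES1, HEY1 and HEY2 fell and the receptor NOTCH2 rose (17.4 against 4.16, list adjusted p = 0.272). TGF-beta response genes that fell were TGFB1, ID1, ID2 and ID3 (0.404). The calls of ID2 and ID3 were lost without control replicate 2, that of ID2 also without VGLL2-NCOA2 replicate 1 or 3, and all 4 after the length and GC correction (log2 differences -0.66, -0.81, -0.75 and -0.77). In the list of fibroblast and mesenchymal genes VIM, an intermediate filament protein, fell from 143 ± 18.8 to 32.8 ± 0.839 (-2.08), and the factor SNAI2 fell from 3.83 ± 0.129 to 1.28 ± 0.410 (-1.09, list adjusted p = 0.408). The proliferation marker MKI67 rose from 13.9 to 38.7 (1.41) while the cell cycle list was not called (0.247). It was the only 1 of 31 members called, and adjusted over the list alone 4 were higher and 11 lower (median log2 difference -0.14). The adjusted p was 0.213 for Wnt response, 0.437 for p53 response, 0.404 for NF-kB response, 0.843 for SRF and cytoskeletal, 0.843 for heat shock and 0.843 for endothelial genes. It was 0.988 for skeletal muscle, 0.988 for leukocyte, 0.988 for cholesterol synthesis and 0.897 for NCOA and acetyltransferase genes.

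**Figure D2:**
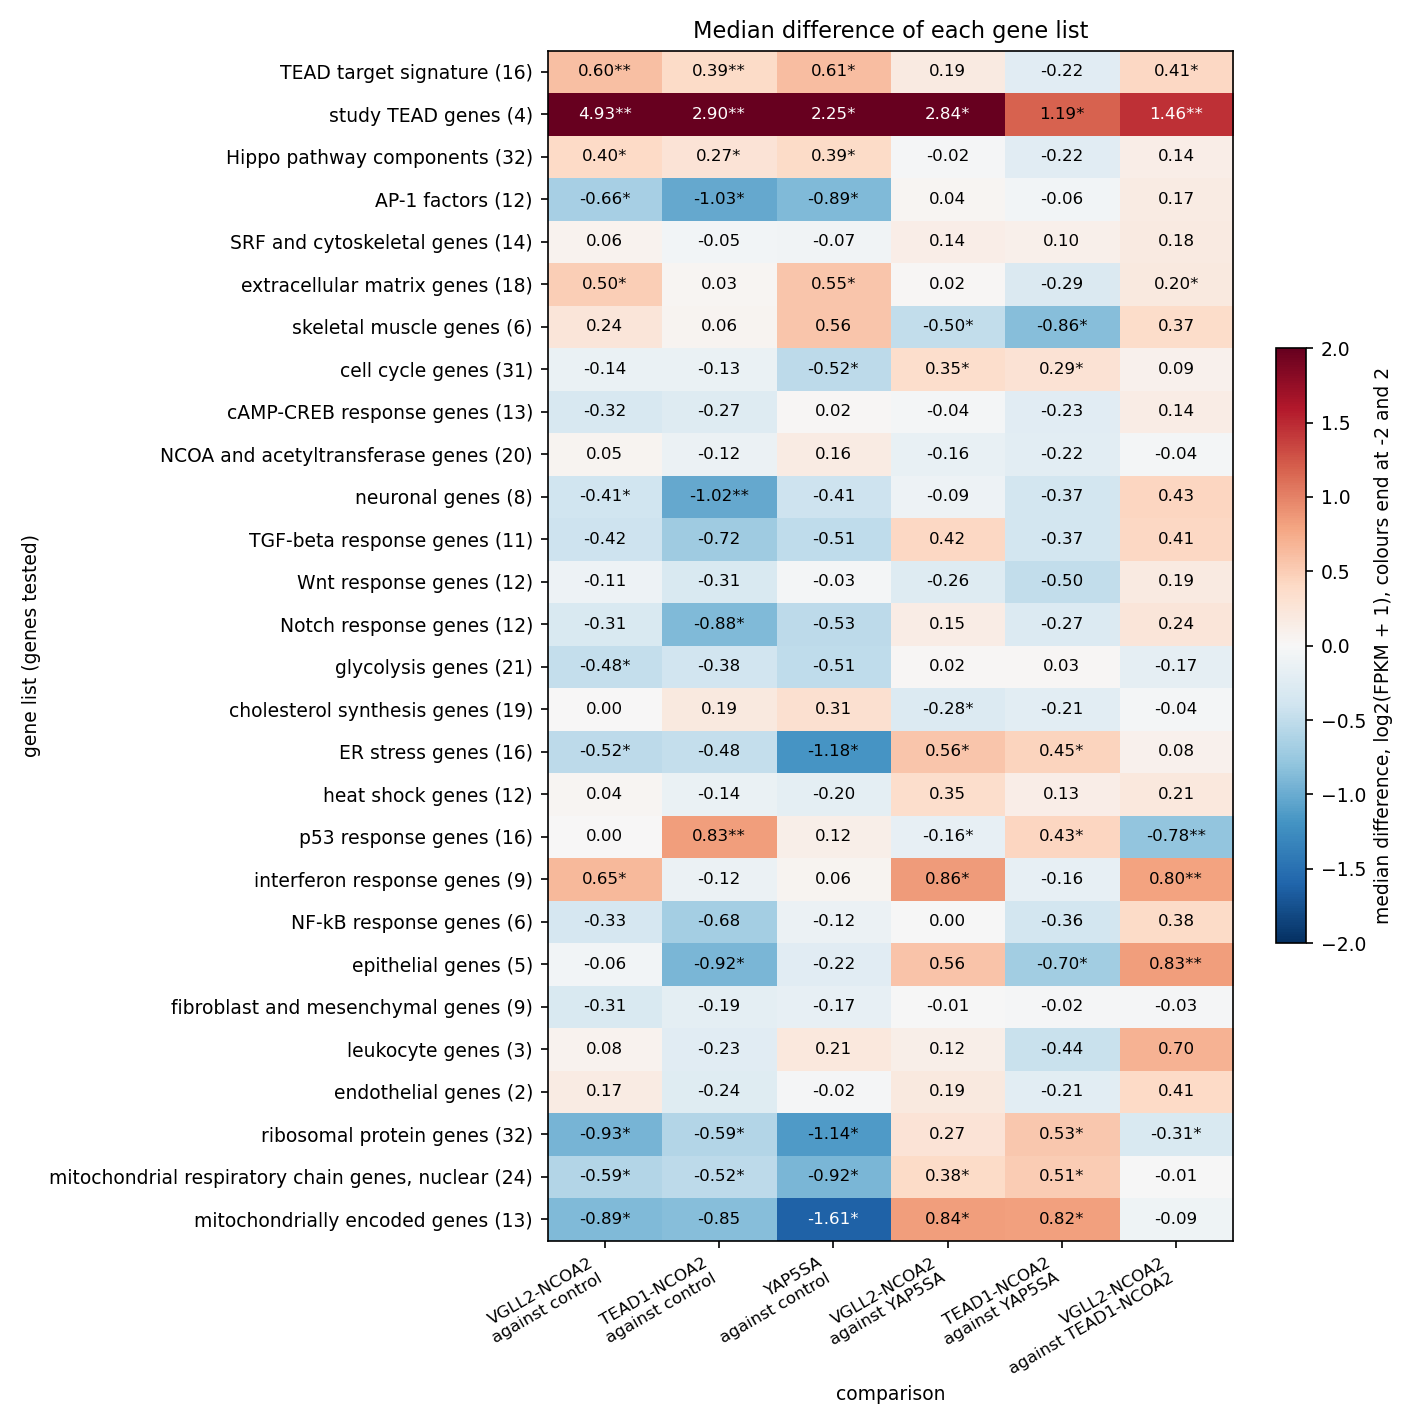
Median log2 difference of each of the 28 gene lists, 1 per line, in the 6 comparisons on the horizontal axis, as colour from blue (lower) to red (higher) ending at -2 and 2. A star marks a camera adjusted p under 0.05 and a second star marks that it also passes with an estimated correlation, as for p53 response genes in VGLL2-NCOA2 against TEAD1-NCOA2 (median -0.78).

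The comparison of TEAD1-NCOA2 with control asks the same of the other fusion. CTGF rose to 68.2 ± 4.69 (4.67 ± 0.11, limma adjusted p = 7.14e-09), CYR61 to 55.2 ± 4.56 (3.23 ± 0.19, 1.60e-06), ANKRD1 to 9.17 ± 1.66 (2.57 ± 0.25, 2.63e-05) and AMOTL2 to 12.8 ± 1.23 (2.15 ± 0.20, 2.04e-05). DDR2, a receptor tyrosine kinase for collagen, rose from 0.499 ± 0.140 to 10.3 ± 0.192 (2.92 ± 0.09, limma adjusted p = 2.50e-08). NCR3LG1 (8.30 against 1.18), the insulin receptor substrate IRS4 (116 ± 22.4 against 28.97 ± 6.10) and ZC3HAV1L (7.36 against 1.22) followed. Among the decreases, TXNIP fell from 109 ± 7.26 to 6.80 ± 0.697 (-3.82 ± 0.16, limma adjusted p = 2.72e-07), CA2, a carbonic anhydrase, from 199.6 ± 2.67 to 24.4 ± 1.69 (-2.98), the F-box gene FBXL16 from 19.4 to 0.858 (-3.46) and ZCCHC12 from 60.6 to 4.01 (-3.63). UNCX, HES5 and HAND1 fell with this fusion too (log2 differences -3.16, -3.06 and -2.89), as did the semaphorin gene SEMA6B (-2.91) and the complement regulator SUSD4 (-2.86).

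In all, 461 genes rose and 1039 fell with TEAD1-NCOA2, a higher share of 30.7%, and the median log2 difference of all genes was -0.09. Median-of-ratios factors put this group -0.146 from control on the log2 scale. With that scaling 662 genes rose and 754 fell (46.8% higher), and with quantile normalization 494 rose and 672 fell (42.4%). Other alternatives turned the balance, with 2215 higher and 748 lower on the TPM scale (74.8%) and 1516 higher and 1238 lower in limma-voom on recovered fragments (55.0%). The Spearman correlation of the differences across 12016 genes was -0.496 with GC content and 0.470 with gene length, and after a correction for both 298 rose and 660.0 fell, of which 726 had also been called without it. CA2, TXNIP, DDR2 and the 4 TEAD genes kept their calls in every alternative run.

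Genes of the p53 response rose with TEAD1-NCOA2. Of 16 measured, 6 rose (13 higher and 1 lower adjusted over the list alone), and the list rose (median log2 difference 0.83, camera adjusted p = 3.34e-05, adjusted p = 0.0492 with an estimated correlation). TP53I3, an oxidoreductase induced by p53, was 7.30 ± 0.241 against 2.27 ± 0.733 (1.37) and the ribonucleotide reductase subunit RRM2B was 13.9 ± 0.949 against 5.56 ± 1.44 (1.20, and 0.95 after the length and GC correction). The death receptor TNFRSF10B was 30.8 ± 1.49 against 13.8 ± 3.65 (1.13) and the cytokine GDF15 10.1 ± 0.597 against 4.36 ± 0.711 (1.06). The log2 difference of TNFRSF10B was 0.94 without control replicate 3 and that of GDF15 0.97 without control replicate 1, both below the threshold of 1. Of 16 genes of the TEAD target signature, 6 rose (9 higher and 2 lower adjusted over the list alone) (median log2 difference 0.39, camera adjusted p = 0.00126, adjusted p = 0.0485 with an estimated correlation), among them all 4 study genes, which the study names from these samples (median log2 difference 2.90, camera adjusted p = 9.07e-05, adjusted p = 0.0485 with an estimated correlation). Without them the signature was not called (2 of 12 rose, adjusted p = 0.0963). Of 32 Hippo components, 5 rose (15 higher and 4 lower adjusted over the list alone), with FAT1 at 6.58, the kinase TAOK1 at 7.18 against 2.39 and WWC2 at 6.58 (median log2 difference 0.27, camera adjusted p = 0.00458, adjusted p = 0.550 with an estimated correlation). The length and GC correction ended the Hippo call (adjusted p = 0.0579) and brought FAT1, TAOK1 and WWC2 below the threshold (0.96, 0.65 and 0.78).

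Lists that fell with TEAD1-NCOA2 held neuronal, Notch, AP-1 and epithelial genes. Of 8 neuronal genes, 5 fell (7 lower adjusted over the list alone), with NEFM at 15.3 ± 2.11 against 94.6 ± 14.1 (-2.55), GAP43 (-1.504) and the synaptic vesicle gene SYP (-1.28) (median log2 difference -1.02, camera adjusted p = 0.00175, adjusted p = 0.0492 with an estimated correlation). Of 12 Notch response genes, 1 rose and 5 fell (1 higher and 7 lower adjusted over the list alone), with HES1 at 11.2 against 47.5, HEY2 at 2.53 against 10.2 and the receptor NOTCH2, the 1 that rose, at 13.0 against 4.16 (median log2 difference -0.88, camera adjusted p = 0.0203, adjusted p = 0.271 with an estimated correlation). Of 12 AP-1 factors, 6 fell (1 higher and 9 lower adjusted over the list alone), with JUND (-1.59, and -0.84 after the length and GC correction), JUNB (-1.51, and -0.89), MAF (-1.41) and BATF3 (-1.19) (median log2 difference -1.03, camera adjusted p = 0.00402, adjusted p = 0.192 with an estimated correlation). Of 5 epithelial genes, 2 fell (4 lower adjusted over the list alone): the keratins KRT18 (11.4 against 33.0) and KRT8 (5.43 against 13.3, -0.95 with quantile normalization) (median log2 difference -0.92, camera adjusted p = 0.0144, adjusted p = 0.1001 with an estimated correlation). Ribosomal protein genes (median log2 difference -0.59, camera adjusted p = 0.0414, adjusted p = 0.787 with an estimated correlation) and nuclear respiratory chain genes (median log2 difference -0.52, camera adjusted p = 0.0414, adjusted p = 0.787 with an estimated correlation) fell as lists, with 0 of 32 and 2 of 24 called, and with RPS2 at a log2 difference of -0.70 and RPL8 at -0.41, neither called. Both calls were lost with an FPKM minimum of 5 (adjusted p = 0.109 for each). They were also lost without control replicate 1 (0.0931 and 0.0728), control replicate 2 (0.155 and 0.121), TEAD1-NCOA2 replicate 1 (0.0537 and 0.0671) or replicate 3 (0.0529 and 0.0508). The ribosomal call was lost without TEAD1-NCOA2 replicate 2 too (0.0585). Quantile normalization gave 0.365 for the respiratory chain and turned the direction of the ribosomal list (0.789), and the length and GC correction ended the calls of AP-1 (0.0612), Notch (0.069) and epithelial genes (0.0651).

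The other 18 lists were not called with TEAD1-NCOA2 (camera adjusted p from 0.0546 to 0.950). Endoplasmic reticulum stress genes (0.0546) passed without YAP5SA replicate 3 (0.00478), and mitochondrially encoded genes (0.0876) without control replicate 3 (0.038) or TEAD1-NCOA2 replicate 2 (0.0296). Members that changed included the inhibitors of differentiation ID1 (3.48 against 24.9), ID2 (27.7 against 139.6) and ID3 (13.7 against 63.2) in the TGF-beta list (adjusted p = 0.136), the Wnt inhibitor NOTUM (-2.81, list 0.0625) and the collagen COL1A1 (1.19 against 7.99, matrix list 0.431). The hexokinase HK2 rose (26.3 against 10.9) while the enolase ENO2 fell (9.79 against 27.2, glycolysis list 0.133). SNAI2, a factor of mesenchymal cells, rose from 3.83 ± 0.129 to 10.3 ± 0.714 (1.22, list 0.700) and ACTA2, smooth muscle actin, from 3.76 ± 1.17 to 10.3 ± 0.116 (1.28, SRF and cytoskeletal list 0.887). The interferon gene IFI6 fell from 26.9 to 7.495 (list 0.756).

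The comparison of YAP5SA with control asks what the activated Hippo effector changes. DDR2 rose from 0.499 ± 0.140 to 27.9 ± 2.28 (4.27 ± 0.09, limma adjusted p = 6.97e-10), the collagen COL3A1 from 0.375 ± 0.0813 to 11.97 ± 0.739 (3.24 ± 0.10, 1.27e-08) and SPARC from 1.10 ± 0.206 to 17.7 ± 1.01 (3.16 ± 0.09, 1.26e-08). The teneurin gene TENM1 (15.5 against 0.167, 3.80), the hormone gene SCT (11.3 on average, with controls at 0, 0, 1.02) and KLHL11 (17.0), POMK (10.2) and RAB39A (9.99) rose too. BEX1 was listed at 0 in every control library and at 20.2, 22.02, 0.734 in the YAP5SA libraries. CTGF rose to 21.95 ± 3.05 (3.07 ± 0.11, limma adjusted p = 4.03e-08), CYR61 to 24.1 ± 2.10 (2.07 ± 0.19, 7.53e-06), ANKRD1 to 3.63 ± 2.06 (1.36 ± 0.25, 0.000722) and AMOTL2 to 16.4 ± 6.39 (2.44 ± 0.20, 4.05e-06). The ANKRD1 call was lost without control replicate 3 and YAP5SA replicate 3 together (0.91).

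Among the largest decreases with YAP5SA, CA2 fell from 199.6 ± 2.67 to 8.54 ± 4.87 (-4.57 ± 0.34, limma adjusted p = 2.70e-06) and CHAC1 from 46.4 ± 3.15 to 1.72 ± 1.19 (-4.24). The neurofilament genes NEFL (1.58 ± 0.487 against 45.0 ± 3.098, -4.17) and NEFM (5.76 ± 0.844 against 94.6 ± 14.1, -3.82) fell, and so did CYBA, a subunit of NADPH oxidase (2.13 ± 1.10 against 40.7 ± 17.6, -3.70). HES5, UNCX, FBXL16 and ZCCHC12 fell by 3.74, 3.60, 3.75 and 3.64 on the log2 scale. G0S2 was 67.2 ± 7.16 in control and 1.07, 0.937, 0 in the YAP5SA libraries. In all, 1667 genes rose and 1597 fell, against 4849 and 746 on the TPM scale and 735 and 1342 at a minimum of 5 FPKM. The Spearman correlation of the differences across 12016 genes was -0.336 with GC content and 0.442 with gene length, and after a correction for both 1328 rose and 1203 fell, of which 1929 had also been called without it. How the values of this group were scaled is unknown.

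Matrix and TEAD target lists rose with YAP5SA, and neither call was kept in every alternative. Of 18 matrix genes, 6 rose and 2 fell (12 higher and 3 lower adjusted over the list alone), with COL3A1, SPARC and COL5A2 (6.77 against 0.701) higher and COL1A1 (2.39 against 7.99) lower (median log2 difference 0.55, camera adjusted p = 0.0226, adjusted p = 0.742 with an estimated correlation). This call was lost without control replicate 3 (adjusted p = 0.0585), without the filter on low values (0.0995) and after the length and GC correction (0.25). Of 16 genes of the TEAD target signature, 7 rose (10 higher adjusted over the list alone), including LATS2 at 9.39 against 1.74 (median log2 difference 0.61, camera adjusted p = 0.00218, adjusted p = 0.156 with an estimated correlation). The 4 study genes, named by the study from these samples, rose (median log2 difference 2.25, camera adjusted p = 0.00505, adjusted p = 0.174 with an estimated correlation) and are 4 of those 7. Without them the signature was not called, just above the threshold (3 of 12 rose and 0 fell, median log2 difference 0.34, camera adjusted p = 0.0514). Of 32 Hippo components, 5 rose (20 higher and 4 lower adjusted over the list alone), with TAOK1 at 14.2 against 2.39 and FAT1 at 8.73 (median log2 difference 0.39, camera adjusted p = 0.00420, adjusted p = 0.742 with an estimated correlation, and 0.0564 after the length and GC correction).

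Further lists fell with YAP5SA. Of 16 genes of endoplasmic reticulum stress, 9 fell (1 higher and 12 lower adjusted over the list alone), with CHAC1, TRIB3 (6.66 against 38.3) and the factor DDIT3 (3.76 against 19.5) (median log2 difference -1.18, camera adjusted p = 0.000604, adjusted p = 0.613 with an estimated correlation). Of 31 cell cycle genes, 5 fell (5 higher and 20 lower adjusted over the list alone), with the ribonucleotide reductase subunit RRM2 at 8.12 against 23.1 and BIRC5, a protein of the mitotic spindle, at 35.2 against 108 (-0.92 with quantile normalization) (median log2 difference -0.52, camera adjusted p = 0.00218, adjusted p = 0.624 with an estimated correlation). Of 12 AP-1 factors, 5 fell (1 higher and 9 lower adjusted over the list alone), with JUN at 102 against 405 (-0.95 with quantile normalization) (median log2 difference -0.89, camera adjusted p = 0.00505, adjusted p = 0.400 with an estimated correlation). Of 32 ribosomal protein genes, 24 fell (27 lower adjusted over the list alone), with RPL11 (-1.68, and -0.59 with quantile normalization) and RPL4 (-1.56, and -0.36) (median log2 difference -1.14, camera adjusted p = 0.000355, adjusted p = 0.809 with an estimated correlation). Of 24 nuclear genes of the respiratory chain, 7 fell (13 lower adjusted over the list alone), led by UQCRC1 of complex III (-1.85) (median log2 difference -0.92, camera adjusted p = 0.000604, adjusted p = 0.742 with an estimated correlation). Of 13 mitochondrially encoded genes, 11 fell (13 lower adjusted over the list alone), with MT-ND6 at 1268 ± 282 against 7802 ± 1779.6 and MT-CO3 at 3132 ± 774 against 11208 ± 2747 (median log2 difference -1.61, camera adjusted p = 0.00177, adjusted p = 0.742 with an estimated correlation). The share of FPKM times gene length on all genes of the mitochondrial chromosome was 4.01% against 11.1% in control. The call of MT-CO3 was lost with quantile normalization (-0.24). Without the filter on low values MT-ND6 and MT-CO3 were not called (limma adjusted p = 0.0608 and 0.619). Quantile normalization ended the calls of endoplasmic reticulum stress (adjusted p = 0.103), cell cycle (0.846), ribosomal (0.786) and mitochondrially encoded genes (0.744). The AP-1 call was lost with an FPKM minimum of 5 (0.0814) and after the length and GC correction (0.101). The other 18 lists were not called (camera adjusted p from 0.0644 to 0.940). Neuronal (0.0644) and cholesterol synthesis genes (0.367) passed without YAP5SA replicate 3 (0.0383 and 0.0411). The adjusted p was 0.724 for cAMP-CREB, 0.551 for NF-kB, 0.940 for leukocyte and 0.870 for Wnt response genes.

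How far the plasmids change the same genes was asked by overlaps and correlations. CTGF, CYR61, ANKRD1 and AMOTL2 rose with all 3 plasmids, as did LATS2 and CRIM1, a transmembrane regulator of growth factors (16.2, 10.2 and 8.92 against 3.15 in control). HES5, UNCX and TXNIP fell with all 3 (TXNIP to 25.3, 6.80 and 20.5). In total 285 genes rose and 362 fell with every plasmid. VGLL2-NCOA2 and TEAD1-NCOA2 shared 336 genes that rose and 447 that fell, where independent lists would share 29.04 and 52.2. For VGLL2-NCOA2 and YAP5SA the numbers were 669 and 574 (105 and 80.3 for independent lists), and for TEAD1-NCOA2 and YAP5SA 349 and 624 (48.2 and 104). The shared totals were smaller after the length and GC correction and larger on the TPM scale, as given below. Unchanged groups with simulated controls in common, in 50 sets, shared 4.28, 4.86 and 5.16 genes on average. Genes varied independently there, so trends across genes, as with GC content and gene length, were absent. These simulated numbers may therefore be too low. The Pearson correlation of log2 differences across genes was 0.828 between the fusions (Spearman 0.840). It was 0.800 between VGLL2-NCOA2 and YAP5SA (0.816) and 0.763 between TEAD1-NCOA2 and YAP5SA (0.771). Simulated unchanged groups gave 0.731, 0.583 and 0.601. The covariances were 0.364, 0.469 and 0.409, against 0.0430, 0.0431 and 0.0429 in the simulations, a difference of 0.321, 0.426 and 0.366. Genes are not independent replicates, and part of the excess may come from the shared controls, since 3 control libraries cannot be split.

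**Figure D3:**
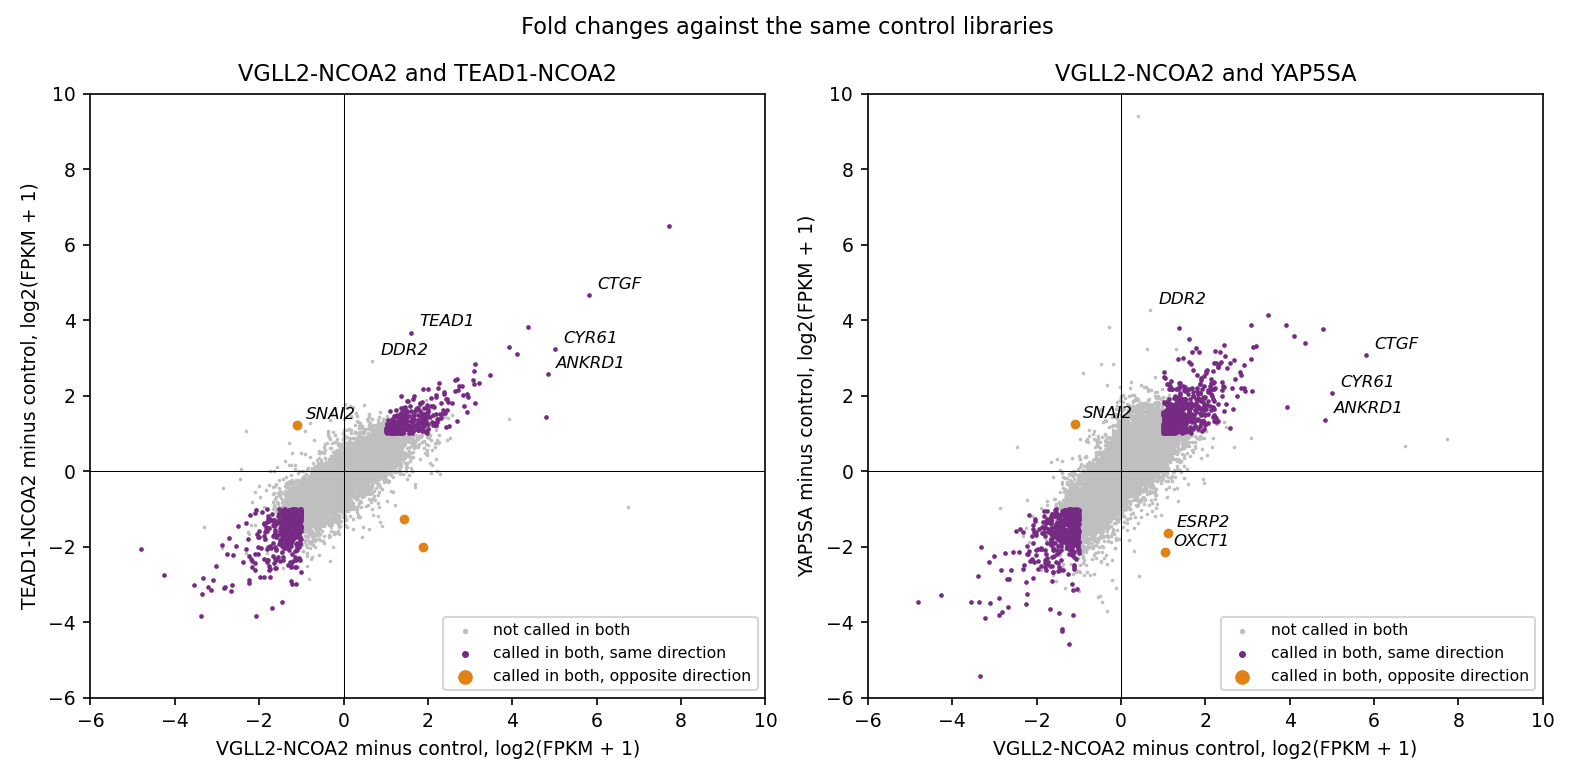
Log2 difference from control of each tested gene with VGLL2-NCOA2 on the horizontal axis against TEAD1-NCOA2 or YAP5SA on the vertical axis, 1 point per gene. Purple points were called in both comparisons in the same direction (783 and 1243 genes) and orange points in opposite directions (3 in each panel), and CTGF lies at 5.81, 4.67 and 3.07.

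The direct comparison of the fusions asks where VGLL2-NCOA2 and TEAD1-NCOA2 differ. The level of the transfected transcripts differed too, with NCOA2 at 613 ± 7.00 with VGLL2-NCOA2 and 259 ± 17.9 with TEAD1-NCOA2. The study reports that reporter activation by VGLL2-NCOA2 depends on dose. Level and identity of the plasmid cannot be told apart in this comparison. ANKRD1 was higher with VGLL2-NCOA2 by 2.27 ± 0.25 (limma adjusted p = 0.000297), CYR61 by 1.78 ± 0.19 (0.000252) and CTGF by 1.15 ± 0.11 (0.000136). AMOTL2 was not called (0.55 ± 0.20, 0.0758). SPARC (5.78 ± 0.310 against 0.576 ± 0.114), IFI6 (35.9 ± 1.24 against 7.495 ± 2.88), CYBA (30.1 against 6.57) and FBXL16 (6.44 against 0.858) were higher with VGLL2-NCOA2. SNAI2 (1.28 ± 0.410 against 10.3 ± 0.714), DDR2 (1.41 ± 0.115 against 10.3 ± 0.192), ACTA2 (1.71 ± 0.416 against 10.3 ± 0.116) and TEAD1 itself were higher with TEAD1-NCOA2. In all 256 genes were higher and 59 lower with VGLL2-NCOA2 (81.3% higher), with 166 and 91 after median-of-ratios scaling (64.6%) 142 and 97 after quantile normalization (59.4%), and 681 and 85 on the TPM scale (88.9%). Median-of-ratios scaling and limma-voom on recovered fragments each brought CTGF to 0.99, just below the threshold.

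The p53 and interferon response lists separated the fusions. Of 16 p53 response genes, 5 were lower (13 lower adjusted over the list alone) with VGLL2-NCOA2 than with TEAD1-NCOA2 (median log2 difference -0.78, camera adjusted p = 4.84e-17, adjusted p = 0.00527 with an estimated correlation). GDF15 was 1.85 ± 0.209 against 10.1 ± 0.597 (-1.97 ± 0.12), the cell cycle inhibitor CDKN1A 11.98 ± 0.514 against 41.3 ± 0.378 (-1.71 ± 0.13), TP53I3 1.57 ± 0.149 against 7.30 ± 0.241 (-1.69 ± 0.14) and PHLDA3, an inhibitor of AKT, 10.7 ± 1.497 against 23.9 ± 0.684 (-1.10 ± 0.13, not called without VGLL2-NCOA2 replicate 3). The fifth was BTG2, an antiproliferative gene named after its values were seen (-1.01 ± 0.11, and -0.97 without VGLL2-NCOA2 replicate 1 or -0.99 without TEAD1-NCOA2 replicate 3). Of 9 interferon response genes, 3 were higher (8 higher adjusted over the list alone): IFI6, IFIT1 (1.66 ± 0.11) and BST2, which tethers virus particles (6.04 ± 1.08 against 1.22 ± 0.486, 1.68 ± 0.29) (median log2 difference 0.80, camera adjusted p = 3.19e-05, adjusted p = 0.0164 with an estimated correlation). Of 5 epithelial genes, 2 were higher (4 higher adjusted over the list alone): KRT8 (22.1 ± 0.541 against 5.43 ± 0.348) and the cadherin CDH1 (2.55 ± 0.324 against 0.479 ± 0.0604) (median log2 difference 0.83, camera adjusted p = 0.00160, adjusted p = 0.0423 with an estimated correlation, and 0.0516 without the filter on low values). The TEAD target signature was higher with VGLL2-NCOA2 (median log2 difference 0.41, camera adjusted p = 0.0220, adjusted p = 0.0913 with an estimated correlation), as were the study genes, reported by the study as induced in these samples, as a list (median log2 difference 1.46, camera adjusted p = 0.000967, adjusted p = 0.0423 with an estimated correlation) and matrix genes (median log2 difference 0.20, camera adjusted p = 0.0281, adjusted p = 0.511 with an estimated correlation). Of 16 signature genes 3 were higher (10 higher and 1 lower adjusted over the list alone), namely the study genes CTGF, CYR61 and ANKRD1 (without the study genes the list was not called, adjusted p = 0.293), and of 18 matrix genes 2 were higher (6 higher adjusted over the list alone). Ribosomal protein genes were lower as a list, with 0 of 32 called (median log2 difference -0.31, camera adjusted p = 0.000967, adjusted p = 0.669 with an estimated correlation). Matrix genes were not called without TEAD1-NCOA2 replicate 1 (adjusted p = 0.0504) or with an FPKM minimum of 5 (0.0683), in a fit of the 2 groups alone (0.0635) or after the length and GC correction (0.0574). Ribosomal genes were not called with quantile normalization (0.652).

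**Figure D4:**
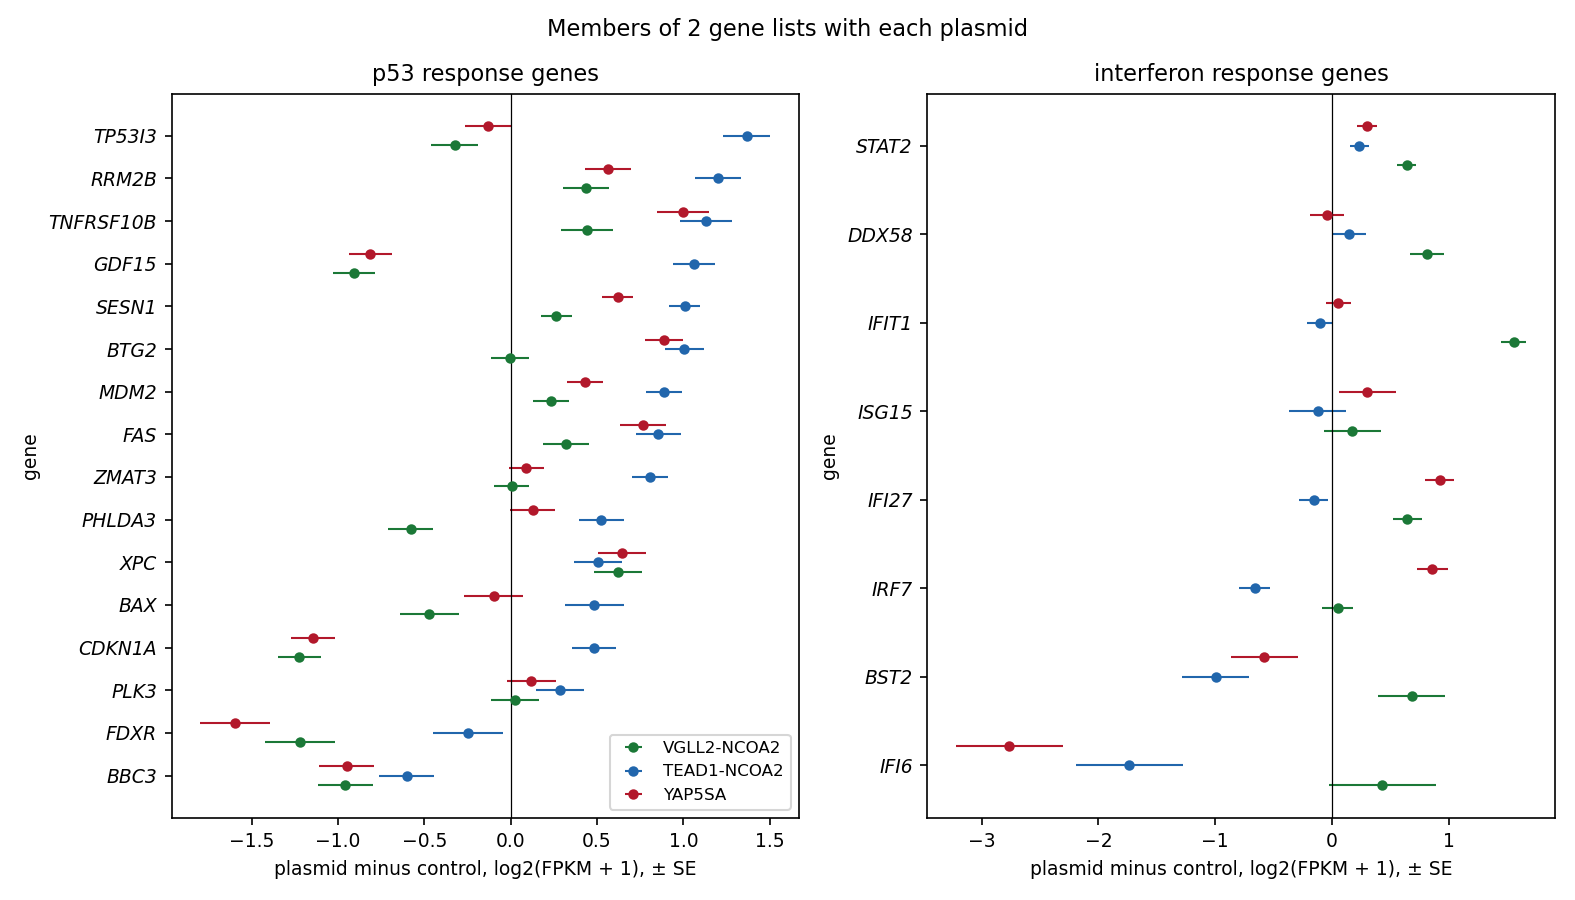
Log2 difference from control ± standard error on the horizontal axis for reported members of the p53 response and interferon response lists on the vertical axis, 1 point per plasmid. CDKN1A lies at 0.48 with TEAD1-NCOA2 and -1.22 with VGLL2-NCOA2, and IFIT1 at -0.10 and 1.56. The CDKN1A call with VGLL2-NCOA2 was lost after the length and GC correction (-0.76), with quantile normalization (-0.95) and on the TPM scale (-0.84).

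The comparisons of each fusion with YAP5SA ask what the fusions do differently from YAP. Here too the level of a plasmid's transcripts cannot be told apart from its identity. Of the 4 study genes, 3 were higher with each fusion. With VGLL2-NCOA2, ANKRD1 was higher by 3.48 ± 0.25 (limma adjusted p = 9.90e-06), CYR61 by 2.94 ± 0.19 (4.43e-06) and CTGF by 2.75 ± 0.11 (1.98e-07), while AMOTL2 was not called (0.27 ± 0.20, 0.330). With TEAD1-NCOA2 the differences were 1.60 ± 0.11 for CTGF (6.76e-06), 1.21 ± 0.25 for ANKRD1 (0.00328) and 1.16 ± 0.19 for CYR61 (0.000877), and AMOTL2 was not called (-0.28 ± 0.20, 0.286). Genes higher with YAP5SA included COL3A1 (11.97 ± 0.739 against 1.13 ± 0.215 and 0.296 ± 0.0290), TENM1 (15.5 against 2.05 and 1.45) and AMH, anti-Mullerian hormone (93.8 ± 28.8 against 14.2 ± 1.503 and 11.95 ± 0.554). DDR2 (-3.58), SNAI2 (-2.34) and the splicing factor SF3B4 (-2.13) were lower with VGLL2-NCOA2, and SPARC (-3.57) and PDIA2 (-2.47) with TEAD1-NCOA2. VGLL2-NCOA2 had more CYBA (30.1 against 2.13), CA2 (84.5 against 8.54) and IFI6 (35.9 against 3.76). TEAD1-NCOA2 had more OXCT1, an enzyme of ketone body use (10.2 ± 1.08 against 0.0670 ± 0.0330, 3.39 ± 0.10, limma adjusted p = 1.57e-08), and NEFL (21.95 against 1.58). It also had more of the protease gene CTSF (8.17 against 0.252), the amino acid transporter SLC7A3 (6.71 against 0.118) and CHAC1 (15.2 against 1.72). Counts were 325 higher and 328 lower for VGLL2-NCOA2, and 275 and 666 for TEAD1-NCOA2 (29.2% higher). For TEAD1-NCOA2, median-of-ratios scaling gave 458 and 475 (49.1% higher) and quantile normalization 350.0 and 442 (44.2%), while the TPM scale gave 302 and 1824 (14.2%) and a minimum of 5 FPKM 242 and 227 (51.6%). For VGLL2-NCOA2 these 2 gave 457 and 747, and 248 and 125. The tables, 1 per group, may have been normalized separately, and the YAP5SA values differ in kind from the others, so these levels stand across that difference.

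Among the lists, genes of endoplasmic reticulum stress were higher with each fusion than with YAP5SA. Of 16 measured, 4 were higher (10 higher adjusted over the list alone) with VGLL2-NCOA2 (median log2 difference 0.56, camera adjusted p = 0.00530, adjusted p = 0.495 with an estimated correlation), among them CHAC1 (2.83) and ASNS (1.54). With TEAD1-NCOA2 4 were higher (10 higher and 1 lower adjusted over the list alone) (median log2 difference 0.45, camera adjusted p = 0.000208, adjusted p = 0.347 with an estimated correlation), among them CHAC1 (2.68) and TRIB3 (1.68). The p53 response list was higher with TEAD1-NCOA2 (median log2 difference 0.43, camera adjusted p = 7.57e-06, adjusted p = 0.145 with an estimated correlation), with GDF15, CDKN1A, TP53I3 and FDXR called, and lower with VGLL2-NCOA2 with 0 of 16 called and 5 lower adjusted over the list alone (median log2 difference -0.16, camera adjusted p = 0.0343, adjusted p = 0.469 with an estimated correlation). Interferon response genes were higher with VGLL2-NCOA2, where 4 were higher (6 higher and 1 lower adjusted over the list alone) (median log2 difference 0.86, camera adjusted p = 0.0355, adjusted p = 0.282 with an estimated correlation). The skeletal muscle list, with the embryonic myosin MYH3 and the actin ACTA1 in it, was lower with VGLL2-NCOA2, with 2 of 6 called (median log2 difference -0.50, camera adjusted p = 0.0317, adjusted p = 0.282 with an estimated correlation), and with TEAD1-NCOA2, with 3 called (median log2 difference -0.86, camera adjusted p = 0.00925, adjusted p = 0.188 with an estimated correlation). ACTA1 fell below the threshold for VGLL2-NCOA2 without YAP5SA replicate 3 (-0.94). The cell cycle list was higher with VGLL2-NCOA2, with 0 of 31 called (median log2 difference 0.35, camera adjusted p = 0.000219, adjusted p = 0.458 with an estimated correlation), and with TEAD1-NCOA2, with 1 higher and 1 lower (median log2 difference 0.29, camera adjusted p = 0.000208, adjusted p = 0.347 with an estimated correlation). Adjusted over the list alone 20 were higher and 2 lower, and 16 higher and 1 lower. The study genes were higher as lists too (median log2 difference 2.84, camera adjusted p = 0.000588, adjusted p = 0.0888 with an estimated correlation, and median log2 difference 1.19, camera adjusted p = 0.0159, adjusted p = 0.188 with an estimated correlation), while the TEAD target signature was not called (0.212 and 0.834).

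The nuclear respiratory chain list was higher than with YAP5SA with VGLL2-NCOA2 (median log2 difference 0.38, camera adjusted p = 0.0317, adjusted p = 0.784 with an estimated correlation) and TEAD1-NCOA2 (median log2 difference 0.51, camera adjusted p = 0.000904, adjusted p = 0.682 with an estimated correlation), with 0 of 24 genes called in each (6 higher in each adjusted over the list alone). The mitochondrially encoded list was higher too, with 1 of 13 genes called with VGLL2-NCOA2 (median log2 difference 0.84, camera adjusted p = 0.0317, adjusted p = 0.758 with an estimated correlation) and 3 with TEAD1-NCOA2 (median log2 difference 0.82, camera adjusted p = 0.00377, adjusted p = 0.682 with an estimated correlation). With TEAD1-NCOA2 the ribosomal protein list was higher, with 1 of 32 genes called (median log2 difference 0.53, camera adjusted p = 0.000439, adjusted p = 0.682 with an estimated correlation), and the epithelial list lower, with 2 of 5 called (median log2 difference -0.70, camera adjusted p = 0.0248, adjusted p = 0.188 with an estimated correlation). With VGLL2-NCOA2 the cholesterol synthesis list was lower, with 2 of 19 called (median log2 difference -0.28, camera adjusted p = 0.0317, adjusted p = 0.758 with an estimated correlation). Several of these calls were lost without YAP5SA replicate 3. The adjusted p was then 0.614 (VGLL2-NCOA2) and 0.142 (TEAD1-NCOA2) for the nuclear respiratory chain, 0.158 for ribosomal genes with TEAD1-NCOA2 and 0.133 for p53 genes with VGLL2-NCOA2. The call of mitochondrially encoded genes with VGLL2-NCOA2 and that of cholesterol synthesis were lost without YAP5SA replicate 1 (0.0692 and 0.0682). That of interferon genes with VGLL2-NCOA2 was lost without control replicate 3 (0.0647) or VGLL2-NCOA2 replicate 3 (0.0509). Quantile normalization ended the calls of mitochondrially encoded (0.19 and 0.737) and nuclear respiratory chain genes (0.105 and 0.123) in both comparisons, and of skeletal muscle genes with VGLL2-NCOA2 (0.0656). With TEAD1-NCOA2 it ended those of cell cycle (0.265), endoplasmic reticulum stress (0.0591), study (0.0591) and ribosomal genes (0.737). Without the filter on low values the calls of muscle (0.112 and 0.403) and mitochondrially encoded genes (0.112 and 0.0646) in both comparisons, of p53 genes with VGLL2-NCOA2 (0.0528) and of epithelial genes with TEAD1-NCOA2 (0.0856) were lost.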

Values the study reported

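The study compared groups of 3 RNA-seq replicates with Student's t-test, and called genes changed at p<0.05 with a log2 fold change beyond 1 in either direction.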

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

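The alternatives without control replicate 3 and YAP5SA replicate 3, with limma-voom on recovered fragments and with the signature without the study genes were chosen after seeing the data. All other alternatives were listed before the data were examined. The count tests listed for recovered reads were not run, because the unit is FPKM and the YAP5SA depth is unknown. Limma-voom was run instead for control, VGLL2-NCOA2 and TEAD1-NCOA2. The unadjusted threshold does not enter the correlations, and distances were recomputed only for settings that change the values, the genes or the libraries. Of the values of gene lists under the alternatives, 4007 kept their direction and side of the threshold, 112 came to pass it, 152 no longer passed it and 4 reversed. Of those of named genes, 12265 kept both, 31 came to pass, 523 no longer passed and 4 reversed. The estimated inter-gene correlation alone ended 45 list calls, while 117 list values kept their side and 0 came to pass. The kept values include lists that were never called, and fits that left out a library outside the comparison. Unless the construction of a setting shows it (fewer genes or libraries), the cause was not tested.

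Counts are given in the order VGLL2-NCOA2 against control, TEAD1-NCOA2 against control, YAP5SA against control, VGLL2-NCOA2 against YAP5SA, TEAD1-NCOA2 against YAP5SA and VGLL2-NCOA2 against TEAD1-NCOA2, beside 1807, 1500.0, 3264, 653, 941 and 315 in the text. A minimum of 5 FPKM gave 1174, 972, 2077, 373, 469 and 180.0 among 8946 genes. The TPM scale gave 3995, 2963, 5595, 1204, 2126 and 766, and moved the median of all genes to 0.42, 0.26, 0.54, -0.08, -0.26 and 0.17 (log2), with higher and lower calls of 3649 and 346, 2215 and 748, 4849 and 746, 457 and 747, 302 and 1824, and 681 and 85. A pseudocount of 0.1 gave 3133 and 2800.0 for the fusions against control and 1192, 1893 and 796 between plasmids. Limma-voom gave 3293 and 2754 for the fusions against control and 717 between them. The length and GC correction gave 1139 and 958 for the fusions, and array weights 508 for VGLL2-NCOA2 against TEAD1-NCOA2. Without control replicate 3 and YAP5SA replicate 3 the counts were 1984, 1589, 2867, 636, 970.0 and 394. With unadjusted p-values they were 1888, 1564, 3326, 710.0, 988 and 387.

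Genes called in the same direction (VGLL2-NCOA2 with TEAD1-NCOA2, VGLL2-NCOA2 with YAP5SA, TEAD1-NCOA2 with YAP5SA) numbered 1696, 2326 and 1892 with a pseudocount of 0.1, 2127, 3173 and 2240.0 on the TPM scale, and 434, 755 and 595 after the length and GC correction. Limma-voom gave 1755 for the fusions. Correlations of the differences after that correction were 0.782, 0.760 and 0.721, and quantile normalization gave 0.733 and 0.721 for the pairs with YAP5SA. Distances between libraries of these pairs were 108.737, 124.859 and 133.917 with a pseudocount of 0.1, 41.5839, 59.2143 and 61.8999 with a minimum of 5 FPKM, and 95.3602, 112.396 and 122.994 on the TPM scale. The first pair was at 58.5 with quantile normalization, and the first and second at 72.0517 and 89.932 without the filter. The fusions stayed closer to each other than to YAP5SA in each of these. None of these settings removes the difference in kind of the YAP5SA values.

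The TEAD target signature in VGLL2-NCOA2 against TEAD1-NCOA2 had an adjusted p of 0.0847 with a minimum of 5 FPKM and 0.0913 with an estimated correlation, and in YAP5SA against control 0.156 with an estimated correlation. In VGLL2-NCOA2 against YAP5SA it passed without the filter (0.0298). Without the 4 study genes it had 0.0350, 0.0963 and 0.0514 against control, 0.837 and 0.347 against YAP5SA and 0.293 between the fusions, in the order above. The values that reversed were those of mitochondrially encoded genes with VGLL2-NCOA2 (0.435) and ribosomal protein genes with TEAD1-NCOA2 (0.789) under quantile normalization, and of ribosomal protein genes in VGLL2-NCOA2 against YAP5SA without YAP5SA replicate 3 (0.0395) and without that library and control replicate 3 (0.0125). In YAP5SA against control, VGLL2 turned to -1.26 and -1.18 and NCOA2 to -1.54 and -1.59 in these fits. With 1 library left out at a time these 3 ranged from 0.0238 to 0.391 (ribosomal), -1.26 to 1.63 (VGLL2) and -1.54 to 2.03 (NCOA2).

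Replicate numbers did not pair the libraries throughout. The correlation of deviations was over 0.1 in 3 of 18 same-numbered pairs (range -0.0488 to 0.270), and a library correlated best with its own number in 8 of 18. The highest values were between control and YAP5SA, at 0.270 for replicate 2 and 0.201 for replicate 3. Control replicate 3 and YAP5SA replicate 3 are also the libraries that stood apart from their groups. With the replicate block the counts were 1826, 1518, 3286, 660.0, 943 and 318. The replicate block with the length and GC correction gave 1143 and 964 for the fusions, overlaps of 433, 765 and 594, and correlations of 0.782, 0.760 and 0.721.

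With each library left out in turn, the counts ranged from 1594 to 2120.0, 1267 to 1794, 2737 to 3691, 595 to 715, 809 to 1050.0 and 274 to 349, and the overlaps from 640.0 to 1074, 1054 to 1450.0 and 812 to 1208. Correlations ranged from 0.806 to 0.852, 0.779 to 0.819 and 0.741 to 0.786, and distances from 59.5 to 62.5, 69.8 to 82.1 and 74.8 to 87.5. Log2 differences of transfected genes ranged from 6.66 to 6.83 (VGLL2) and 7.62 to 7.88 (NCOA2) with VGLL2-NCOA2, 3.60 to 3.71 (TEAD1) and 6.38 to 6.63 (NCOA2) with TEAD1-NCOA2, and 9.18 to 9.57 (YAP1) with YAP5SA. The adjusted p of the TEAD target signature ranged from 0.000226 to 0.000743, 0.000724 to 0.00190, 0.00113 to 0.00296, 0.0973 to 0.321, 0.716 to 0.947 and 0.0148 to 0.0306. Depth limits genes near 1 FPKM of short length, where few fragments stand behind a value, and cannot be given for YAP5SA.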

Other observations

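Some genes changed with YAP5SA inside lists that were not called. Of 19 cholesterol synthesis genes, 6 rose (9 higher and 5 lower adjusted over the list alone), among them HMGCS1, the synthase of the pathway's first intermediate (13.8 against 3.56), and the epoxidase SQLE (45.4 against 16.9), with a camera adjusted p of 0.367 for the list. Of 21 glycolysis genes, 3 rose and 6 fell (5 higher and 13 lower adjusted over the list alone), with a median log2 difference of -0.51 (camera adjusted p = 0.104). Among those that rose were the glucose transporters SLC2A3 (12.8 against 2.06) and SLC2A1 (24.9 against 7.48). The acetyltransferases EP300 (19.3 against 4.58) and CREBBP (15.8 against 4.23) rose within the NCOA and acetyltransferase list, where of 20 genes 4 rose (8 higher and 6 lower adjusted over the list alone), with a camera adjusted p of 0.415. The muscle genes ACTA1 (4.62 on average, with controls at 0.249, 0.534, 0) and MYH3 (4.09 against 0.485) rose within the skeletal muscle list, where of 6 genes 2 rose and 1 fell (3 higher and 2 lower adjusted over the list alone), with a camera adjusted p of 0.448. For the other lists with YAP5SA the camera adjusted p was 0.275 for Notch, 0.512 for TGF-beta, 0.653 for heat shock, 0.696 for p53, 0.696 for interferon, 0.696 for epithelial, 0.859 for fibroblast and mesenchymal, 0.940 for SRF and cytoskeletal and 0.940 for endothelial genes.

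A few genes, chosen after their values were seen, moved in opposite directions. SNAI2, a factor of mesenchymal cells, fell with VGLL2-NCOA2 (-1.09) and rose with TEAD1-NCOA2 (1.22) and YAP5SA (1.24). ESRP2, a splicing factor of epithelial cells, rose with VGLL2-NCOA2 from 3.08 ± 0.554 to 7.78 ± 0.329 and fell with YAP5SA to 0.313 ± 0.118. OXCT1 rose with TEAD1-NCOA2 from 3.71 ± 0.531 to 10.2 ± 1.08 and fell with YAP5SA to 0.0670 ± 0.0330. Its rise with VGLL2-NCOA2 (1.04) was 0.96 without control replicate 3. DSC3, a desmosomal cadherin, was higher with both fusions (12.2 ± 0.216 and 15.9 ± 0.207) than in control (4.55 ± 0.549, with a log2 difference for VGLL2-NCOA2 of 0.91 after the length and GC correction) and with YAP5SA (2.97 ± 0.322). DEPP1 (0.873 and 0.447 against 7.43) and OSTN, a secreted peptide of bone and muscle (-1.40 and -1.47 against control on the log2 scale), were lower with both fusions than in control and with YAP5SA. In all, 14 genes were higher and 7 lower with both fusions than in both other groups, of which 10 and 4 were protein-coding. The 14 include NCOA2, which both fusion plasmids carry.

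The tests on GC content and gene length and those on YAP5SA replicate 3 were chosen after the result was seen, while the splits of libraries and the tests on p53 genes were chosen before their results were seen. Each pattern below was found and tested on the same libraries.

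Differences from control followed GC content and gene length with all 3 plasmids, whereas the Spearman correlations between plasmids lay between -0.156 and 0.0737. The trend as the whole cause of the called genes is argued against, since at least 45.9% of the genes called in each comparison stayed called after the correction. A GC bias of the size seen between libraries of 1 group is argued against too, since the smallest slope between a plasmid and control was 3.61 times the largest slope between 2 libraries of a group. A difference in library preparation between control and the other groups may be at work and cannot be told apart from the plasmids, because all control libraries are on 1 side. An effect of the plasmids stays open as well, untested, and control libraries prepared together with the others would decide.

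VGLL2 was listed at 0, 0, 54.4 and NCOA2 at 0, 0, 141 FPKM in the YAP5SA libraries, where a 0 does not show absence. Mixing of reads from VGLL2-NCOA2 libraries is argued against: 21 other genes high with VGLL2-NCOA2 reached a median share of -0.0409 of the difference in YAP5SA replicate 3 (quartiles -0.0667 to 0.0215), against 0.212 for VGLL2 and 0.229 for NCOA2. Transcripts of the fusion plasmid in that library are a candidate explanation, since the ratio of NCOA2 to VGLL2 was 2.58 there and 2.39 ± 0.102 in the VGLL2-NCOA2 libraries, within a bound set after the ratio was seen. An adjustment of the YAP5SA values by the authors stays open, because at most 22.4% of low values were whole fragments and the method is unknown. That library also listed 67 genes at 0 that had at least 1 FPKM in the 9 libraries of other groups, against 1 and 2 such genes in replicates 1 and 2.

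The p53 response genes were higher with TEAD1-NCOA2 than with VGLL2-NCOA2. A bias of GC content or gene length is argued against (camera adjusted p = 6.33e-18 with the correction), as is a single library (at most 1.56e-15 with each left out). The scaling of the TEAD1-NCOA2 libraries is argued against by quantile normalization (camera adjusted p at most 4.44e-13). Median-of-ratios scaling stayed within the same bound. It shifts the genes of a library almost alike, so a test of a list against the other genes could hardly respond to it. A difference between the plasmids in p53 activity stays open and was not tested. The cells carry the SV40 large T antigen, and whether p53 is active in them was not tested either. Measuring these genes in cells without p53 would decide whether the difference needs p53. A batch of libraries that follows the groups cannot be told apart from the plasmids. The level of the fusion transcripts, which differed between these groups, cannot be told apart from them either.

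Splits of the 6 libraries of each comparison into other groups of 3 were counted in limma fits of these libraries alone. In each comparison 1 of 10 splits, the real one, called as many genes. The real counts were 1778, 1471, 3057, 632, 938 and 383 in the order used above, and the highest of the other splits was 0. At an unadjusted p under 0.05 the highest other counts were 91, 77, 139, 59, 61 and 52. With 10 splits the share cannot fall under 0.05.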
